A study of Rattus norvegicus with 4 samples.

How the data were processed

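Single-nucleus RNA-seq was measured in nucleus accumbens of adult Sprague-Dawley rats aged 90 to 120 days. Rats received cocaine at 20 mg per kg or saline intraperitoneally once daily for 7 days, and tissue was taken 1 hour after the last injection, per the labels. A 2 mm punch was taken around the accumbens core, and tissue of 4 rats was combined for each of 4 libraries (saline female, cocaine female, saline male and cocaine male), 16 rats in all. On average 12500 sorted nuclei were loaded per library, per the labels' protocols, with 10x Genomics 3′ v3 chemistry.

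The authors deposited, for each library, a matrix of UMI counts per gene and nucleus, which are whole numbers and not normalized. Per the file headers the counts were made with Cell Ranger 6.1.2. The genome build, annotation and alignment settings are not given in the sources used here, and no coordinates are printed. Gene symbols were taken from the deposited feature lists, which hold 30560 genes, 7162 of them with an Ensembl identifier in place of a symbol. Genes with only an identifier or clone name were counted and not named, except 1 identifier singled out after its values were seen. Symbols of 6 of 91 cell type markers, of 1 of 32 immediate-early genes (Dusp1) and of 2 of 5 sex-linked check genes (Xist and Uty) were not among the listed symbols and were not used here. Pvalb is 1 of these 6 markers, so the Pvalb/Pthlh class was named from its other markers. Counting over whole genes can split reads between near-identical copies and overlapping genes, so values of such genes are uncertain.

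Nuclei with at least 200 genes and at most 5% mitochondrial UMIs were kept. Doublet scores came from Scrublet in scanpy 1.11.5, and from each library the nuclei with the highest scores were removed, at 0.8% per 1000 nuclei recovered, which was 4.97% to 5.81% of nuclei. Scrublet's own threshold marked 3.50% to 4.51%. The deposited lists held 26228 barcodes, 4 failed the filters, 1381 were removed as doublets and 24843 were kept. Counts were scaled to 10000 per nucleus and log-transformed, and 2000 variable genes were ranked within libraries without the immediate-early list, mitochondrial genes and sex-linked check genes. Values were centred and scaled within each library, and 30 principal components, 15 nearest neighbours and Leiden clustering (leidenalg 0.10.2) at resolution 0.5 gave 26 clusters. Clusters were named from marker lists fixed before the data were examined. A name needed a mean marker score of at least 1.0 on the log2 scale over the mean of clusters, or for medium spiny neurons (MSN) a general score of at least 0.5 with D1 and D2 scores at least 0.5 apart, or for other GABAergic neurons 0.25. At least 3 markers had to be seen in 5% of nuclei, and clusters led by another class's markers stayed unnamed. These score limits were set after the data were seen. Of the clusters, 7 with 817 nuclei stayed unnamed and were not tested. One of these, led by Vip, was kept out of the Pvalb/Pthlh class by a rule set after the data were seen, and held 0.116% and 0.068% of nuclei in the saline female and male libraries and 0.702% and 0.331% in the cocaine libraries. D1-MSN-like nuclei were sub-clustered in the same way at resolution 0.4.

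Raw UMI counts were summed per library and class, since the library and not the nucleus is the replicate. Classes with at least 25 nuclei in every library were tested, which left 11 of 13 named classes, with vascular and cholinergic nuclei below the minimum. Sub-clusters needed 50 nuclei in each library. The main test was edgeR 4.0.16 (quasi-likelihood, TMM scaling, filterByExpr by treatment, R 4.3.3) with sex as a covariate, adjusted by Benjamini-Hochberg within class at 0.05. This leaves 1 residual degree of freedom per gene, moderated across genes. The prior degrees of freedom were 9.98 in D1-MSN-like, 41.2 in D2-MSN-like and 4.89 in glutamatergic nuclei. They were infinite in astrocyte-like and oligodendrocyte precursor-like nuclei and in sub-clusters 0, 2, 3 and 5, where all genes share 1 trend and very small p-values rest on it. CPM values were scaled by TMM, except levels of MSN landmarks compared across classes. The immediate-early list was tested with fry in limma 3.58.1. Differences of the cocaine effect between classes and among sub-clusters were tested with library as a block. Shares of nuclei were tested with edgeR on numbers of nuclei. The effect within each sex rests on 1 library per treatment and was not tested. It is given as a log2 ratio with 0.5 added to each count.

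The text names genes of the immediate-early list that passed the threshold, in D1-MSN-like and D2-MSN-like nuclei up to 5 higher and 5 lower genes with the smallest adjusted p and one sign in both sexes, in other classes up to 2 of each, the sex-linked check genes, MSN landmarks and up to 3 genes for a difference between classes. This rule, the tests and most of the alternatives were fixed before the data were examined. The alternatives covered RLE size factors, no filter on genes, DESeq2 1.42.0, a robust fit, no sex covariate, each library left out in turn, stricter and looser filters on nuclei, other clustering settings, equal numbers of nuclei and other list tests. Alternatives chosen after the data were seen were the clusters of all nuclei in place of sub-clusters, leaving out libraries for sub-clusters and for sex, and CPM without TMM.

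The tests were run on simulated data with 200 changed genes. For cocaine against saline in D1-MSN over 13247 genes, edgeR recovered 75.5% of genes changed by 1 on the log2 scale, and 5% of its calls were false. DESeq2 recovered 49% there. For the same comparison in Sst interneurons over 6112 genes edgeR recovered 32.5%. For the difference between D1-MSN and D2-MSN over 12534 genes, 59.5% were recovered. Simulated genes were drawn independently, without a sex effect, and with a spread set by 1 trend shared by all genes. In the D1-MSN-like libraries spread also differed between genes, and some genes differed by sex. The recovered and false percentages may therefore not carry over to the libraries. A change of 0.5 in the 27 list genes simulated in D1-MSN gave a fry p of 0.018, a change of 1 gave 0.0244 and no change 0.746. These p-values come from 1 draw each and are not adjusted over classes, and the larger change had the larger p. They do not show which change fry could detect after adjustment. Total UMIs ran from 31484217 to 40737786 per library. Intervals are exact (Clopper-Pearson) at 95% and cover counting error only, and a count of 0 allows up to 3 counts.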

Results

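Nuclei of the rat nucleus accumbens were profiled in 4 libraries, 2 from saline-treated and 2 from cocaine-treated rats, with 1 female and 1 male pool of 4 rats in each group. The title of the series asks how subpopulations of medium spiny neurons (MSN, the projection neurons of the striatum) that express the dopamine receptor D1 respond to cocaine. Total UMIs were 39768534 in the saline female library, 40737786 in the cocaine female library, 33759127 in the saline male library and 31484217 in the cocaine male library. The libraries held 6375, 7265, 6213 and 6375 barcodes in the same order, 52.5% of the nuclei loaded on average. Median UMIs per nucleus ran from 4363 in the cocaine male library to 5066 in the cocaine female library.

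The sex-linked genes matched the labels. Eif2s3y had 1 and 2 UMIs in the saline and cocaine female libraries and 1899 and 1746 in the male libraries. Kdm5d had 1 and 3 UMIs in the female and 2121 and 1973 in the male libraries. Ddx3y had 0 UMIs in every library and did not separate them.

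The 24843 kept nuclei formed 26 clusters. D1-MSN-like nuclei came from 2 clusters, one led by Reln and one with Htr4 and Nts among its leading genes. Over all libraries Drd1 stood at 106 CPM in D1-MSN-like and 2.6 CPM in D2-MSN-like nuclei, and Drd2 at 5.2 CPM and 804.7 CPM. Pdyn was at 46.9 CPM in D1-MSN-like against 1.5 CPM in D2-MSN-like nuclei, and Tac1 at 194.4 against 17.3 CPM. Penk was at 16.7 against 420.5 CPM and Ebf1 at 387.5 against 4.2 CPM. Drd3 was at 47.3 CPM in D1-MSN-like nuclei and Calb1 at 59.3 CPM. Grm8 reached 1406.6 CPM in eccentric MSN-like nuclei.

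The main comparison asked which genes differed between cocaine and saline in each class. In D1-MSN-like nuclei (822, 1356, 1328 and 1319 in the saline female, cocaine female, saline male and cocaine male libraries) edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 22 genes higher and 5 lower among 13247 tested. Tested apart, an alternative chosen after the data were seen, the 2 clusters that make up this class gave 254 genes (170 higher) in the Reln-led cluster and 133 (85 higher) in the cluster with Htr4, so the count depends on how nuclei are grouped. Of these 27 genes, 4 had only an identifier or clone name, and 26 had one sign in both sexes. Among the 5 lower genes, 1 listed only by identifier was counted almost only in females in sub-clusters 0 and 1, described below. In sub-cluster 0 it had 641 and 435 UMIs in the saline and cocaine female libraries and 0 in both male libraries. In those sub-clusters its change rests on 1 library per treatment. Without the sex covariate edgeR called 0 genes, and leaving out the cocaine female or the cocaine male library also left 0. Without the saline female library 48 were called and without the saline male library 160. DESeq2 called 4 genes, all of them among the 27. At an unadjusted p under 0.05, 1092 genes passed.

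Nr4a3 (ENSRNOG00000005964), a nuclear receptor gene of the immediate-early list, had the smallest adjusted p in D1-MSN-like nuclei. It rose from 20.0 ± 8.05 CPM (SD, n = 2) with saline to 79.6 ± 17.9 CPM (SD, n = 2) with cocaine. Its UMIs were 218 and 150 in the saline female and male libraries and 1049 and 665 in the cocaine libraries. The log2 fold change was 2.02 with a standard error of 0.11 and an edgeR adjusted p of 1.95e-05, and it passed in 11 of 14 alternatives. It failed without the sex covariate and without either cocaine library, with values of 1.63 to 2.47 on leaving out 1 library. The other genes higher by the naming rule were Ubash3b (log2 fold change 0.81), Pcsk1 (1.23), Adamtsl1 (1.34) and Ell2 (0.60), with edgeR adjusted p from 0.00708 to 0.0131. When sub-clusters entered in equal numbers per library, Adamtsl1 kept 43.0% of its change. Lower genes were Arhgef28 (fell by 0.66), Znrf3 (fell by 0.50), Grik1 (fell by 0.62) and Ccdc77 (fell by 0.73 on the log2 scale), with edgeR adjusted p from 0.0257 to 0.0306. Each of these 8 lost its call without the sex covariate and without either cocaine library, and Adamtsl1, Grik1 and Ccdc77 also without the saline female library. Adamtsl1 moved to 0.71 without the saline female, 0.66 without the cocaine male and 2.30 without the saline male library.

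Landmarks of D1-MSN subpopulations were compared in the same fit. Penk rose by 1.11 ± 0.14 (SE, edgeR adjusted p 0.0132) and Tac1 by 0.46 ± 0.07 (SE, edgeR adjusted p 0.0341) on the log2 scale, each with one sign in both sexes. Penk passed in 7 of 14 alternatives and Tac1 in 5. On leaving out 1 library Penk ranged from 0.56 without the cocaine male and 0.62 without the saline female to 1.77 without the saline male library, and Tac1 from 0.32 to 0.58. Both passed without the saline male library and failed without each of the other 3. Penk in D1-MSN-like nuclei (10.4 CPM with saline and 22.5 CPM with cocaine) lay below its level in oligodendrocyte-like nuclei (26.7 and 45.4 CPM), as background. It also rose in astrocyte-like (15.5 to 27.5 CPM), microglia-like and oligodendrocyte precursor-like nuclei, and in glutamatergic nuclei (9.6 to 21.5 CPM), though not in Pvalb/Pthlh interneuron-like nuclei (17.7 to 14.1 CPM). Oligodendrocyte-like nuclei had fewer UMIs (medians of 1512 to 2005, against 6792 to 10004 in D1-MSN-like nuclei), so a like background gives a higher CPM there. Glutamatergic nuclei, at a median of 9676 UMIs, stood at Penk levels close to those of D1-MSN-like nuclei. The rise of Penk in D1-MSN-like nuclei was therefore not separated from background. Tac1 in D1-MSN-like nuclei (161.0 to 225.1 CPM) lay above its level in oligodendrocyte-like nuclei (10.6 to 19.9 CPM). Drd1 differed by -0.03 with an edgeR adjusted p of 0.961, and Reln (0.48), Drd3, Calb1, Pdyn, Grm8, Ebf1, Htr4 and Drd2 did not pass. On leaving out 1 library Reln ran from 0.04 without the saline male to 0.94 without the saline female library, where it passed. Grm8 (0.38) and Htr4 (0.21) passed without the saline male library, at 0.77 and 0.84.

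In D2-MSN-like nuclei edgeR called 45 genes higher and 34 lower among 12734, all 79 with one sign in both sexes. DESeq2 called 1 and the fit without the sex covariate 1. Without the cocaine female library 23 were called, without the cocaine male library 16, without the saline male library 150 and without the saline female library 86. Nr4a3 rose from 26.7 ± 6.93 CPM (SD, n = 2) to 71.2 ± 2.78 CPM (SD, n = 2). Its log2 fold change was 1.42 with an edgeR adjusted p of 1.36e-11, and it passed in 14 of 14 alternatives, with adjusted p up to 0.0124. Egr4 rose by 1.04 (edgeR adjusted p 4.72e-05), Sap18 by 0.57, Ell2 by 0.56 and Oasl2 by 1.36. Kcnip1 fell by 0.75, Zmat4 by 0.56, Asic2 by 0.38, Spag6l by 1.42 and Scube1 by 0.94 on the log2 scale, with edgeR adjusted p from 0.000359 to 0.00201. Of these genes all but Egr4 lost their call without the cocaine male library. Kcnip1, Asic2 and Scube1 also lost it without the cocaine female, Sap18, Oasl2 and Zmat4 without the saline female, and Kcnip1 and Spag6l without the saline male library. Without the saline female library Sap18 moved to 0.37, Oasl2 to 0.83 and Zmat4 to -0.33. Oasl2 was 0.91 without the cocaine male and 2.11 without the saline male library, and Spag6l was -2.15 without the cocaine female and -0.92 without the saline male library. Junb, Scg2, Btg2 and Nr4a1 of the list were also higher, and each lost its call without either cocaine library. Junb and Scg2 also lost it without the saline female, and Btg2 and Nr4a1 without the saline male library. Tac1 rose by 0.99 (edgeR adjusted p 0.00047) and passed in 9 of 14 alternatives. It failed without the saline female (0.37) and the cocaine male library (0.51) and reached 1.91 without the saline male library. Its level in D2-MSN-like nuclei (11.6 CPM with saline and 23.0 CPM with cocaine) was close to that in oligodendrocyte-like nuclei (10.6 and 19.9 CPM), which rose alike. Tac1 also rose in astrocyte-like (7.2 to 13.1 CPM) and microglia-like nuclei (9.5 to 31.5 CPM, on 23 UMIs over all libraries). It did not rise in oligodendrocyte precursor-like nuclei (10.0 to 8.0 CPM). Oligodendrocyte-like nuclei had fewer UMIs (medians of 1512 to 2005, against 6358 to 9657 in D2-MSN-like nuclei), so a like background gives a higher CPM there. Levels of Tac1 were lower in glutamatergic (2.1 to 5.1 CPM) and Pvalb/Pthlh interneuron-like nuclei (6.7 to 6.1 CPM), so whether the rise is background stays open. Drd2 fell by 0.24 without passing (edgeR adjusted p 0.0778). Grm8 (0.26) and Penk (0.27) did not pass with all 4 libraries. Grm8 passed without the saline female library at 0.89, and Penk without the cocaine female and the saline male library at 0.62 and 0.42.

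**Figure D1:**
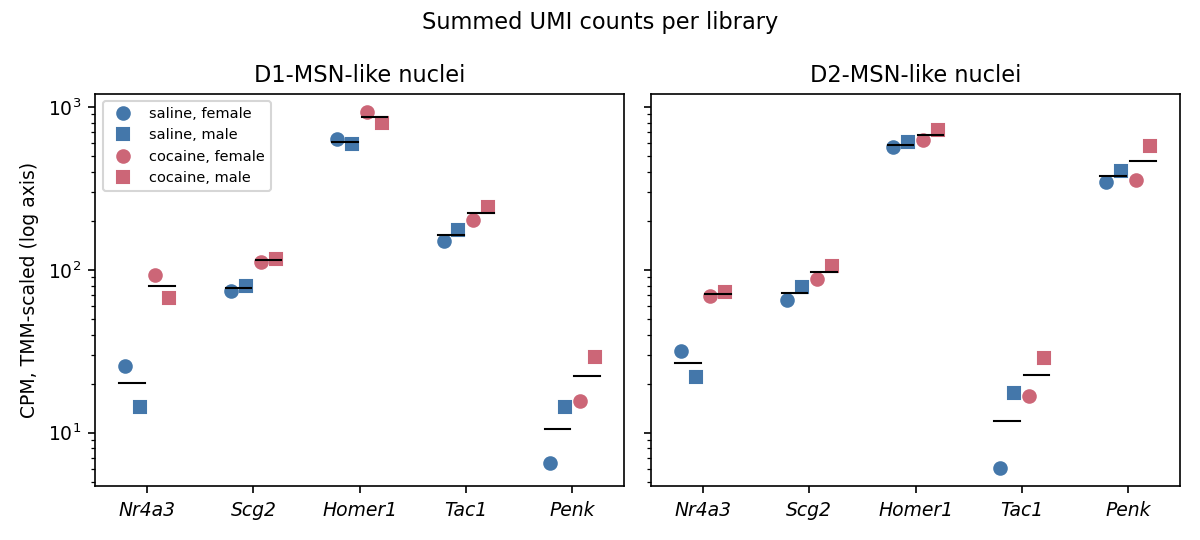
TMM-scaled CPM (log axis) of 5 genes in sums over D1-MSN-like nuclei (left) and D2-MSN-like nuclei (right). Each point is 1 library (circles female, squares male, blue saline, red cocaine) and black lines are group means of 2 libraries. Nr4a3 in D1-MSN-like nuclei lies at 20.0 CPM on average with saline and 79.6 CPM with cocaine.

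In other classes the numbers of called genes by edgeR were 118 in astrocyte-like (46 higher), 53 in eccentric MSN-like (31 higher), 19 in oligodendrocyte-like (11 higher), 8 in microglia-like (3 higher), 8 in Sst interneuron-like (6 higher), 3 in other GABAergic (all higher) and 2 in oligodendrocyte precursor-like nuclei (both lower). In astrocyte-like nuclei all 118 genes had one sign in both sexes, and leaving out any 1 of the 4 libraries left 4 to 11. In eccentric MSN-like nuclei 0 were called without the cocaine female library, 7 without the cocaine male, 12 without the saline female and 207 without the saline male library. Oligodendrocyte-like nuclei had 0 without the cocaine female, 1 without the cocaine male and 8 without the saline male library. Sst interneuron-like nuclei had 0 without the cocaine female or the saline male, 2 without the saline female and 18 without the cocaine male library. Microglia-like nuclei had 17 and 22 without the saline female and saline male libraries. Other GABAergic nuclei had 55 without the cocaine female and 0 without the saline female library, and oligodendrocyte precursor-like nuclei 0 without either cocaine library and 4 and 12 without the saline female and male libraries. Glutamatergic and Pvalb/Pthlh interneuron-like nuclei had 0 by edgeR and 0 by DESeq2, with 203 and 597 genes at an unadjusted p under 0.05. Leaving out any 1 library gave 8 to 14 in Pvalb/Pthlh interneuron-like nuclei, and glutamatergic nuclei had 13 and 76 without the saline female and male libraries. Pde10a in astrocyte-like nuclei rose from 62.9 ± 30.9 CPM (SD, n = 2) to 416.1 ± 149.0 CPM (SD, n = 2), a log2 fold change of 2.73 (edgeR adjusted p 2e-82). That p rests on a spread shared by all genes, since the prior degrees of freedom were infinite in this class, and DESeq2 gave an adjusted p of 4.65e-25. It passed in 14 of 14 alternatives, with adjusted p up to 0.0217, at values from 0.86 with no doublet removal to 3.34 without the saline female library. Ccbe1 was also higher, and Sntg1 and Slc6a11 were lower there. In eccentric MSN-like nuclei Nr4a3 rose by 1.71 (edgeR adjusted p 9.04e-11) and Pcsk1 by 2.54, while Pip5k1b and Cachd1 fell. Homer1, Scg2 and Junb of the list were also higher in eccentric MSN-like nuclei. In Sst interneuron-like nuclei Scg2 rose by 1.74 and Vgf by 1.58 (both at an edgeR adjusted p of 0.00123), and Adarb2 and Cntnap5c fell. In oligodendrocyte-like nuclei Prex2 and Plxna4 were higher and Sv2c and Pde4d lower. In microglia-like nuclei Auts2l1 and Dcc were higher and Slc1a3 and Itga6 lower. Dcc rested on 6 and 5 UMIs in the saline female and male libraries and 36 and 29 in the cocaine libraries. Background RNA was not tested for these microglia-like values and stays open. Tenm3 and Egfem1 were lower in oligodendrocyte precursor-like nuclei, and Adamtsl1 was higher in other GABAergic nuclei. Nr4a3 was higher in astrocyte-like nuclei, where it passed in 4 of 14 alternatives. Of the genes named here, Pde10a and, in microglia-like nuclei, Slc1a3 kept their call on leaving out any 1 library. The 7 genes named in eccentric MSN-like nuclei lost it without the cocaine female library, and all of them but Nr4a3 and Pcsk1 also without the saline female and the cocaine male library. The 4 in Sst interneuron-like nuclei lost it without the cocaine female and the saline male library, and Vgf and Adarb2 also without the saline female library. In astrocyte-like nuclei Nr4a3 lost it without each library, Ccbe1 without all but the cocaine male, Sntg1 without all but the cocaine female and Slc6a11 without either male library. In oligodendrocyte-like nuclei Plxna4 and Pde4d lost it without each library, Prex2 without all but the saline female and Sv2c without either cocaine library. Auts2l1 lost it without the cocaine female or the saline male, Dcc without the saline female and Itga6 without the cocaine female library. Egfem1 lost it without each library, Tenm3 without all but the saline female, and Adamtsl1 in other GABAergic nuclei without all but the cocaine female library.

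Summed over all nuclei, edgeR called 34 genes higher and 29 lower among 16528, and DESeq2 called 40, of which 35 were shared. Nr4a3 rose by 1.85 and Junb by 0.81, and Htr7 and Gpc3 fell by 0.97 and 0.96 on the log2 scale. Without the sex covariate 1 gene was called, and leaving out any 1 of the 4 libraries left 1 to 2. Nr4a3 lost its call without either cocaine library, and Junb, Htr7 and Gpc3 without any 1 of the 4. This sum mixes classes whose shares differed between libraries.

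The immediate-early list, 31 of whose 32 genes were listed by symbol, was compared as a set because tissue was taken 1 hour after the last injection. Its median log2 fold change was 0.57 over 27 genes in D1-MSN-like nuclei, 0.48 over 26 in D2-MSN-like, 0.53 over 22 in eccentric MSN-like and 0.41 over 11 in oligodendrocyte-like nuclei. In eccentric MSN-like nuclei it was 0.24 without the cocaine female library. Of the 27 genes 22 were higher in D1-MSN-like nuclei, and of the 26 genes 22 in D2-MSN-like nuclei. No class passed by fry after adjustment over the 11 classes. The adjusted fry p was 0.318 in D1-MSN-like and in D2-MSN-like nuclei, with unadjusted values of 0.108 and 0.153, and 0.0775 in Sst interneuron-like nuclei over 3 genes. Without the saline male library fry passed in astrocyte-like and oligodendrocyte-like nuclei (adjusted p 0.0236 in both). Camera with its preset correlation passed in 8 classes, and with an estimated correlation in 0. Singly, 5 list genes passed over all genes tested in D1-MSN-like nuclei (Nr4a3, Scg2, Homer1, Tiparp and Fosl2), and 12 passed adjusted over the list alone. These 5 lost their call without either cocaine library, and Tiparp and Fosl2 also without the saline male library. In D2-MSN-like nuclei the counts were 6 over all genes and 11 adjusted over the list alone, and in eccentric MSN-like nuclei 4 and 10. Homer1 rose by 0.50 in D1-MSN-like nuclei (edgeR adjusted p 0.0257), from 612.0 ± 29.4 CPM to 865.0 ± 96.9 CPM (SD, n = 2 per group), and passed in 7 of 14 alternatives. In oligodendrocyte precursor-like nuclei the median was -0.05. Over all nuclei, which mix the classes, the median was 0.61 with 29 of 31 genes higher and a fry p of 0.0229. There 7 list genes passed over all genes tested and 23 adjusted over the list alone.

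Few nuclei carried the Nr4a3 UMIs. Nuclei with 5 or more Nr4a3 UMIs were 1.58% and 0.60% of D1-MSN-like nuclei in the saline female and male libraries and 3.98% and 2.20% in the cocaine female and male libraries, at median depths of 10004, 7361, 7875 and 6792 UMIs. In D2-MSN-like nuclei those with 5 or more Nr4a3 UMIs were 1.46% and 0.72% in the saline female and male libraries and 3.00% and 2.90% in the cocaine libraries, and in eccentric MSN-like nuclei 0.46% and 0.38% against 2.50% and 1.03%. After thinning each nucleus to 1500 UMIs, the share with at least 1 Nr4a3 UMI was 2.19% (exact 95% interval 1.30% to 3.44%) and 1.51% (0.92% to 2.32%) with saline, and 4.80% (3.72% to 6.07%) and 3.72% (2.77% to 4.89%) with cocaine. Without thinning these shares were 8.27%, 4.29%, 8.33% and 7.58% in the saline female, saline male, cocaine female and cocaine male libraries. Thinning left out 1, 0, 1 and 3 nuclei in the same order. In D2-MSN-like nuclei the thinned share was 3.46% (2.27% to 5.03%) and 2.48% (1.60% to 3.67%) with saline, and 4.20% (3.05% to 5.64%) and 3.74% (2.70% to 5.04%) with cocaine, at median depths of 6358 to 9657 UMIs. In eccentric MSN-like nuclei it was 1.83% (0.79% to 3.58%) and 2.10% (1.05% to 3.72%) with saline, and 3.28% (1.92% to 5.19%) and 2.71% (1.45% to 4.60%) with cocaine, at median depths of 4872 to 6926 UMIs. Within each sex the intervals of saline and cocaine overlapped in these 2 classes and were apart in D1-MSN-like nuclei. A difference between the classes in these shares was not tested. In oligodendrocyte-like nuclei, as background, the thinned share was 0.06% to 0.39% at median depths of 1512 to 2005 UMIs, with 307 to 718 nuclei left out per library. The depth of 1500 was chosen after another depth had left few oligodendrocyte-like nuclei.

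The difference in cocaine effect between D1-MSN-like and D2-MSN-like nuclei was tested with library as a block. EdgeR called 16 of 13253 genes, 15 of them with the larger value in D1-MSN-like nuclei. Spred1 differed by 0.52 (edgeR adjusted p 0.000311), Shc3 by 0.59 (0.00124) and Syt6 by 0.56 (0.00142) on the log2 scale. Each of the 3 rose in D1-MSN-like nuclei and fell in D2-MSN-like nuclei without passing within either class. On leaving out the saline female library Spred1 and Shc3 rose by 0.43 and 0.56 in D1-MSN-like nuclei. In D2-MSN-like nuclei Spred1 went from 232.15 to 196.49 CPM (without TMM) in females and 218.09 to 217.65 CPM in males. Shc3 went from 121.23 to 93.01 CPM in females and 105.01 to 109.55 CPM in males. The fall of these genes there was thus seen in females, while Syt6 fell in both sexes. Among the 16 was Penk, whose rise in D1-MSN-like nuclei was not separated from background. Without the cocaine female library 0 genes were called, without the cocaine male library 30, without the saline female library 66 and without the saline male library 71. For the immediate-early list the median difference was 0.02 with a fry p of 0.666, so the list's change was not shown to differ between these classes.

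D1-MSN-like nuclei split into 9 sub-clusters, of which 5 reached 50 nuclei in each library. Sub-cluster 0 was led by Rgs6 and Pde1a, sub-cluster 1 by Cyct and Kcnt2 with Htr4, sub-cluster 2 by Il1rapl2 and Zfp521 with Ebf1, sub-cluster 3 by Tox and Grik1, and sub-cluster 5 by Tll1 and Alk. Sub-cluster 6, below the minimum, was led by Nr4a3, Pcsk1 and Nr4a1, so it drew nuclei by the genes compared here. Neither its size nor its genes were compared, and values of list genes in the other sub-clusters depend on which nuclei it took. EdgeR called 49, 36, 15, 26 and 7 genes in sub-clusters 0, 1, 2, 3 and 5, and DESeq2 called 0 in each. Without the cocaine female library edgeR called 0, 13, 0, 0 and 5, without the cocaine male library 0, 11, 0, 1 and 2, without the saline female library 18, 16, 10, 10 and 9 and without the saline male library 50, 138, 30, 21 and 2. In sub-cluster 1 Homer1 rose by 0.66 and Nts by 1.04 (both at an edgeR adjusted p of 9.62e-07). Also in sub-cluster 1, Nr4a3 rose by 1.33 (edgeR adjusted p 0.000754) and Junb by 1.05 (0.00317). Nr4a1 fell by 1.94 in sub-cluster 2 (edgeR adjusted p 0.00258) and Nr4a3 fell by 2.09 in sub-cluster 5 (0.00917), each with one sign in both sexes. These falls rested on 4 to 45 and 1 to 29 UMIs per library, and with sub-cluster 6 set apart they do not show a fall in the class. In sub-cluster 1 Homer1 passed in 7 of 8 alternatives, Nr4a3 and Nts in 6 and Junb in 4. Nr4a1 in sub-cluster 2 and Nr4a3 in sub-cluster 5 passed in 4 of 8. DESeq2, which called 0 genes in each sub-cluster, was not counted among these 8. In sub-cluster 1 Nr4a3 moved to 2.26 without the saline female and to 0.55, without a call, without the saline male library. Without the cocaine male library Junb moved to 0.62 and Nts to 0.63, both without a call, and Junb also lost its call without either saline library. In sub-cluster 2 Nr4a1 moved to -1.05 without the saline female and -2.96 without the cocaine male library, and of the 4 fits with 1 library left out it passed only without the saline male library. In sub-cluster 5 Nr4a3 moved to -1.20 without the cocaine female library, where it lost its call, as it did without the saline male library, and to -4.23 without the cocaine male library. Among the 5 sub-clusters the cocaine effect differed at 0 of 10608 genes by edgeR's F test, with 441 at an unadjusted p under 0.05 and a smallest adjusted p of 0.111. DESeq2 was not run for this difference. At resolution 0.2 it differed at 38 genes, and without the saline female or the saline male library at 5 and 34. The list rose more in sub-cluster 1 than in the others, by a median of 0.75 with a fry p of 0.0195, which was 0.0975 after adjustment over 5 sub-clusters and 0.0236 without the cocaine female library. With the 2 D1-MSN clusters of all nuclei in place of sub-clusters, which keep the responding nuclei of sub-cluster 6, 0 genes differed by edgeR, with 547 at an unadjusted p under 0.05. The list median was 0.40 in the Reln-led cluster (fry p 0.0693) and 0.76 in the cluster with Htr4 (fry p 0.292), and Nr4a3 rose by 2.21 and 1.28. The list was not shown to differ between these 2 clusters, with a median difference of 0.12 and a fry p of 0.813.

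Genes differing by sex were counted in the same fits. EdgeR called 18 in D1-MSN-like, 195 in D2-MSN-like, 307 in oligodendrocyte-like, 143 in astrocyte-like and 68 in eccentric MSN-like nuclei. It called 47 in oligodendrocyte precursor-like, 22 in microglia-like, 10 in other GABAergic, 8 in Pvalb/Pthlh interneuron-like and 6 in Sst interneuron-like nuclei. In glutamatergic nuclei it called 0, with 116 at an unadjusted p under 0.05 (DESeq2 was not run for sex). Without the treatment covariate the D2-MSN-like count was 13. In D1-MSN-like nuclei the count was 97 without the saline female, 193 without the cocaine female and 10 without either male library. In D2-MSN-like nuclei it was 19, 306, 103 and 92 without the saline female, cocaine female, saline male and cocaine male libraries. In the other classes leaving out a library gave ranges such as 157 to 269 in oligodendrocyte-like, 31 to 109 in astrocyte-like and 21 to 285 in eccentric MSN-like nuclei. The cocaine effect within each sex was not tested. Nr4a3 in D1-MSN-like nuclei had log2 ratios of 1.84 in females and 2.22 in males, and the list medians there were 0.36 and 0.70.

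Shares of nuclei were compared between treatments. Glutamatergic nuclei were 0.46% and 0.86% of nuclei in the saline female and male libraries and 3.71% and 1.92% in the cocaine libraries, a log2 change of 2.04 (edgeR on numbers of nuclei, adjusted p 0.0134). The call was lost without the cocaine female library (adjusted p 0.149), with TMM across classes (0.27) and at Leiden resolution 1.0 (0.268). Other GABAergic nuclei were 12.8% and 6.05% with saline and 6.14% and 4.79% with cocaine, and did not pass (adjusted p 0.172), though they passed without the saline male library (0.00568). D1-MSN-like nuclei were 18.0 ± 6.29% (SD, n = 2) with saline and 20.8 ± 1.40% (SD, n = 2) with cocaine. No other class passed, and none of the 5 sub-clusters passed, with adjusted p of 0.832 by edgeR in each. A two-sided exact permutation of 2 against 2 libraries cannot go below a p of 0.333.

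**Figure D2:**
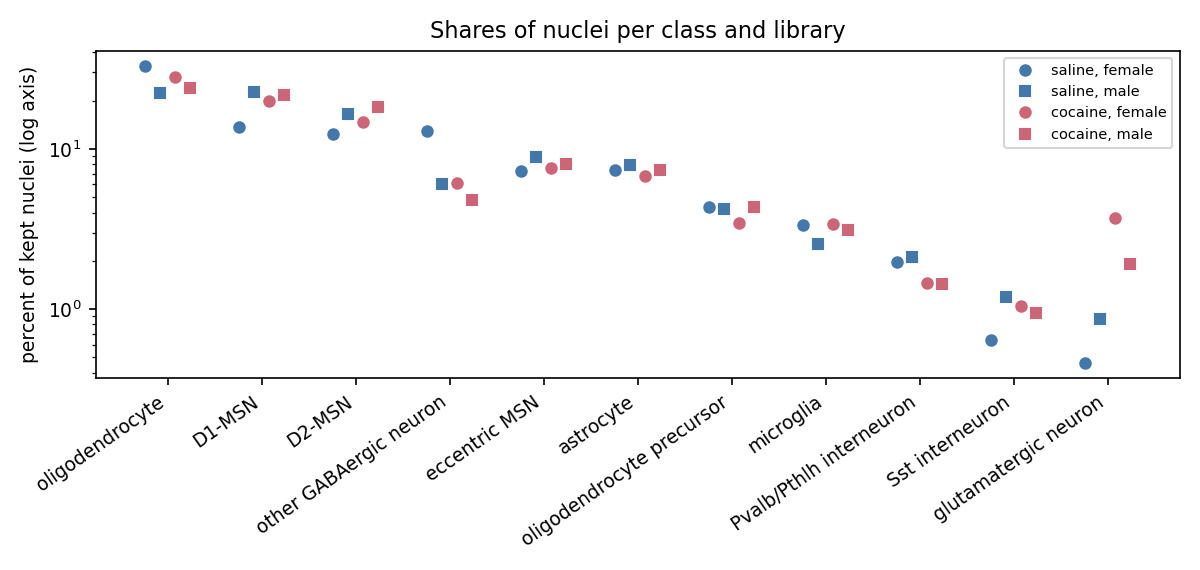
Percent of kept nuclei (log axis) in each class. Each point is 1 library (circles female, squares male, blue saline, red cocaine). Glutamatergic nuclei lie at 0.46% and 0.86% with saline and at 3.71% and 1.92% with cocaine.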

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

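The tests of the sub-cluster mix reported here were chosen after the result was seen. Differences between females and males rest on 1 library per sex and treatment and were not tested.

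The cocaine effect differed between D1-MSN-like and D2-MSN-like nuclei at 16 genes by edgeR with Benjamini-Hochberg adjustment, 15 of them higher in D1-MSN-like nuclei. Among the named genes the difference was 0.52 for Spred1, 0.59 for Shc3 and 0.56 for Syt6 on the log2 scale. A different mix of D1-MSN sub-clusters in the libraries could give such a difference. Sub-clusters were entered in equal numbers per library, with sub-cluster 6 at its own share and sub-cluster 7 left out. The 16 genes then kept a median of 101.5% of their difference. This argues against a changed mix of sub-clusters other than 6 as the whole cause. Of the 16 genes, 14 kept at least 50% and the lowest kept 9.3%, so the mix stays open for single genes. The 16 include Penk, which kept 143.9% and whose rise in D1-MSN-like nuclei was not separated from background. Without the cocaine female library 0 genes passed, without the cocaine male library 30, without the saline female library 66 and without the saline male library 71. At an unadjusted p under 0.05, 892 genes passed with all 4 libraries, and DESeq2 was not run for this difference. A difference in response between the classes stays open as untested beyond these 4 libraries.

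The list medians of 4 groups of nuclei moved in opposite directions in females and males, and these differences were not tested. In glutamatergic nuclei the median log2 ratio of cocaine to saline was -0.31 in females and 0.90 in males, a difference of -1.21. The saline female library held only 28 glutamatergic nuclei. In microglia-like nuclei it was -0.12 and 0.11, a difference of -0.23 over 4 genes. In sub-cluster 3 it was 0.92 in females and -0.05 in males, a difference of 0.97, and in sub-cluster 5 it was 0.05 and -0.43, a difference of 0.48. The values in sub-clusters depend on which nuclei sub-cluster 6 took. No explanation was tested, and sex stays open.

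For 9 landmark values the log2 ratio had opposite signs in the sexes, again without a test. In D1-MSN-like nuclei the female minus male difference was -1.34 for Drd2, -0.34 for Pdyn, 1.54 for Htr4, -0.46 for Ebf1 and 1.45 for Grm8. In D2-MSN-like nuclei it was 0.45 for Drd3, -1.52 for Pdyn, -0.68 for Reln and -0.71 for Grm8. Drd2 in D1-MSN-like and Pdyn in D2-MSN-like nuclei rested on 209 and 46 UMIs over the 4 libraries. Htr4 is among the leading genes of a D1-MSN cluster that held 206 of 822 D1-MSN-like nuclei in the saline female library and 522 of 1356 in the cocaine female library, against 569 of 1328 and 418 of 1319 in the male libraries. The mix of clusters moved the same way as Htr4 in each sex. Whether sex, the dissection or the pools set this mix was not tested.

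Shares of nuclei moved in opposite directions in the sexes for 9 groups, and these differences were not tested. The female minus male difference in percentage points was 6.92 for D1-MSN-like, 1.24 for eccentric MSN-like, -7.05 for oligodendrocyte-like, -1.01 for oligodendrocyte precursor-like and 0.65 for Sst interneuron-like nuclei. As shares of D1-MSN-like nuclei it was -13.1 for sub-cluster 0, 16.4 for sub-cluster 1, -3.38 for sub-cluster 2 and -4.21 for sub-cluster 5. The saline female library had 13.6% D1-MSN-like and 33.0% oligodendrocyte-like nuclei, the lowest and the highest share of the 4 libraries. Shares sum to 100% within a library, so these differences are not independent. Each library is 1 pool of punches, and sex and dissection were confounded with the pool.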

How the results depend on the processing

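Alternatives chosen after the data were seen were the clusters of all nuclei in place of sub-clusters, leaving out libraries for sub-clusters and for sex, and CPM without TMM. The labels give the libraries no replicate numbers to use as a block. Sex, which the groups share, was a covariate, so the fits compared the groups within sex. Leaving out 1 library left 1 group with a lone library, which was assumed to vary like the other group, and those fits had treatment or sex alone. Every tested class was present under each alternative.

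Of 61 named results past the threshold in classes and over all nuclei, 61 kept their direction in every alternative run, and 2 also stayed past the threshold in each, Nr4a3 in D2-MSN-like and Pde10a in astrocyte-like nuclei. Genes named by smallest adjusted p had to have one sign in both sexes, and the alternatives used the same libraries. A kept direction was therefore largely set by that choice and is little support. Counts of called genes moved far more than fold changes. The cause of the moved counts was not tested.

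Without the sex covariate the number of genes past the threshold was 1 in astrocyte-like nuclei, 0 in D1-MSN-like nuclei, 1 in D2-MSN-like nuclei, 3 in eccentric MSN-like nuclei, 3 in microglia-like nuclei, 0 in oligodendrocyte-like nuclei, 0 in oligodendrocyte precursor-like nuclei and 0 in other GABAergic neurons. The remaining values were 1 in Sst interneuron-like nuclei, 1 over all nuclei, 0 in sub-cluster 0, 0 in sub-cluster 1, 1 in sub-cluster 2, 0 in sub-cluster 3 and 1 in sub-cluster 5. With DESeq2's Wald test the number of genes past the threshold was 1 in astrocyte-like nuclei, 4 in D1-MSN-like nuclei, 1 in D2-MSN-like nuclei, 1 in eccentric MSN-like nuclei, 0 in microglia-like nuclei, 3 in oligodendrocyte-like nuclei, 0 in oligodendrocyte precursor-like nuclei and 0 in other GABAergic neurons. The rest were 0 in Sst interneuron-like nuclei and 40 over all nuclei. With no filter on genes the number of genes past the threshold was 1 in astrocyte-like nuclei, 168 in D1-MSN-like nuclei, 8 in glutamatergic neurons, 5 in microglia-like nuclei, 126 in oligodendrocyte-like nuclei, 6 in oligodendrocyte precursor-like nuclei, 52 in other GABAergic neurons and 14 in Pvalb/Pthlh interneuron-like nuclei. Other values were 20 in Sst interneuron-like nuclei, 11 in sub-cluster 0 and 0 in sub-cluster 3. With RLE size factors the number of genes past the threshold was 10 in D1-MSN-like nuclei, 138 in D2-MSN-like nuclei and 5 in microglia-like nuclei. With nuclei of at least 1000 genes the number of genes past the threshold was 33 in astrocyte-like nuclei, 4 in D1-MSN-like nuclei, 33 in eccentric MSN-like nuclei, 2 in microglia-like nuclei, 60 in oligodendrocyte-like nuclei, 0 in other GABAergic neurons, 10 in Pvalb/Pthlh interneuron-like nuclei and 0 in Sst interneuron-like nuclei. With no doublet removal the number of genes past the threshold was 45 in astrocyte-like nuclei, 50 in D1-MSN-like nuclei, 185 in D2-MSN-like nuclei, 5 in microglia-like nuclei, 0 in oligodendrocyte-like nuclei, 0 in oligodendrocyte precursor-like nuclei, 235 in Pvalb/Pthlh interneuron-like nuclei and 28 in Sst interneuron-like nuclei. At Leiden resolution 1.0 the number of genes past the threshold was 7 in D1-MSN-like nuclei, 145 in D2-MSN-like nuclei and 8 in Pvalb/Pthlh interneuron-like nuclei. With scaling over all libraries the number of genes past the threshold was 40 in astrocyte-like nuclei, 6 in D1-MSN-like nuclei, 9 in eccentric MSN-like nuclei, 7 in oligodendrocyte-like nuclei, 0 in other GABAergic neurons and 21 in Pvalb/Pthlh interneuron-like nuclei. With classes thinned to equal numbers of nuclei the number of genes past the threshold was 57 in D1-MSN-like nuclei, 13 in D2-MSN-like nuclei, 20 in eccentric MSN-like nuclei, 4 in microglia-like nuclei, 41 in oligodendrocyte-like nuclei, 0 in other GABAergic neurons, 19 in Pvalb/Pthlh interneuron-like nuclei and 3 in Sst interneuron-like nuclei. With sub-clusters thinned to equal numbers of nuclei the number of genes past the threshold was 20 in sub-cluster 1, 15 in sub-cluster 3 and 0 in sub-cluster 5.

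Leaving out 1 library at a time gave, as ranges of the number of genes changed by cocaine, 4 to 11 in astrocyte-like nuclei, 0 to 160 in D1-MSN-like nuclei, 16 to 150 in D2-MSN-like nuclei, 0 to 207 in eccentric MSN-like nuclei, 0 to 76 in glutamatergic neurons, 7 to 22 in microglia-like nuclei, 0 to 18 in oligodendrocyte-like nuclei and 0 to 12 in oligodendrocyte precursor-like nuclei. Further values were 0 to 55 in other GABAergic neurons, 8 to 14 in Pvalb/Pthlh interneuron-like nuclei, 0 to 18 in Sst interneuron-like nuclei, 1 to 2 over all nuclei, 0 to 50 in sub-cluster 0, 11 to 138 in sub-cluster 1, 0 to 30 in sub-cluster 2 and 0 to 21 in sub-cluster 3. Beyond these were 2 to 9 in sub-cluster 5. The number of genes whose cocaine effect differed between D1-MSN-like and D2-MSN-like nuclei ran from 0 to 71, and among sub-clusters from 0 to 34.

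With no filter on genes the number of genes differing by sex was 8 in astrocyte-like nuclei, 275 in D1-MSN-like nuclei, 12 in glutamatergic neurons, 544 in oligodendrocyte-like nuclei, 43 in other GABAergic neurons, 23 in Pvalb/Pthlh interneuron-like nuclei and 15 in Sst interneuron-like nuclei. With RLE size factors the number of genes differing by sex was 326 in D2-MSN-like nuclei and 10 in microglia-like nuclei. Without the treatment covariate the number of genes differing by sex was 13 in astrocyte-like nuclei, 8 in D1-MSN-like nuclei, 13 in D2-MSN-like nuclei, 7 in eccentric MSN-like nuclei, 5 in glutamatergic neurons, 14 in microglia-like nuclei, 86 in oligodendrocyte-like nuclei and 12 in oligodendrocyte precursor-like nuclei. For sex, leaving out 1 library gave 31 to 109 in astrocyte-like nuclei, 10 to 193 in D1-MSN-like nuclei, 19 to 306 in D2-MSN-like nuclei, 21 to 285 in eccentric MSN-like nuclei, 0 to 40 in glutamatergic neurons, 11 to 17 in microglia-like nuclei, 157 to 269 in oligodendrocyte-like nuclei and 17 to 27 in oligodendrocyte precursor-like nuclei. Last were 8 to 56 in other GABAergic neurons, 10 to 23 in Pvalb/Pthlh interneuron-like nuclei and 9 to 15 in Sst interneuron-like nuclei.

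Camera with its preset correlation passed for list medians of 0.28 in astrocyte-like, 0.57 in D1-MSN-like, 0.48 in D2-MSN-like, 0.53 in eccentric MSN-like, 0.41 in oligodendrocyte-like and 1.58 in Sst interneuron-like nuclei. It also passed for 0.49 in glutamatergic and 0.29 in other GABAergic nuclei, and none of these calls held under an estimated correlation, or under fry with all 4 libraries and the sex covariate. Fry passed in Sst interneuron-like nuclei without the sex covariate (median 1.55, adjusted p 0.0135) and in astrocyte-like and oligodendrocyte-like nuclei without the saline male library. List medians reversed to -0.004 in microglia-like nuclei with RLE size factors and to -0.084 in glutamatergic nuclei with no doublet removal. With no filter on genes they reversed to -0.081 in Pvalb/Pthlh interneuron-like and 0.22 in oligodendrocyte precursor-like nuclei, and with no doublet removal to 0.27 in the latter. The cause was not tested. Leaving out 1 library gave list medians of 0.071 to 0.32 in astrocyte-like nuclei, 0.31 to 0.49 in oligodendrocyte-like nuclei and -0.16 to 0.18 in oligodendrocyte precursor-like nuclei. In Sst interneuron-like nuclei the list median was 0.94 without the saline female and 1.01 without the cocaine male library, and in Pvalb/Pthlh interneuron-like nuclei 0.056 without the cocaine female library. It was 0.26 to 0.83 in glutamatergic and 0.20 to 0.62 in other GABAergic nuclei. The list's difference between D1-MSN-like and D2-MSN-like nuclei ran from -0.16 to 0.25. Leaving out 1 library gave list differences of 0.52 to 1.06 in sub-cluster 1 and -0.25 to 0.57 in sub-cluster 3.

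The number of genes differing between D1-MSN-like and D2-MSN-like nuclei was 60 with no filter on genes, 8 with no doublet removal and 33 with scaling over all libraries. Among sub-clusters it was 29 with no filter on genes, 38 at sub-cluster resolution 0.2, 5 with nuclei of at least 1000 genes, 1 with no doublet removal and 1 with scaling over all libraries. The cause was not tested.

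The share of glutamatergic nuclei changed by 2.19 on the log2 scale with TMM across classes and by 2.04 at Leiden resolution 1.0, and passed in neither. With TMM across classes the change in share reversed to 0.040 in astrocyte-like, 0.11 in eccentric MSN-like, 0.080 in oligodendrocyte-like and 0.011 in oligodendrocyte precursor-like nuclei. With nuclei of at least 1000 genes it reversed to 0.016 in eccentric MSN-like and -0.24 in microglia-like nuclei, and with no doublet removal to 0.010 in oligodendrocyte-like nuclei. None of the reversed changes had passed. Leaving out 1 library gave log2 changes in share of -0.054 to 0.22 in sub-cluster 0, -0.39 to 0.26 in sub-cluster 1, -0.32 to 0.092 in sub-cluster 2, -0.11 to 0.62 in D1-MSN-like nuclei, -0.19 to 0.11 in eccentric MSN-like nuclei, 1.53 to 2.60 in glutamatergic neurons, -0.032 to 0.35 in microglia-like nuclei and -0.35 to 0.23 in oligodendrocyte-like nuclei. The other changes were -0.30 to 0.027 in oligodendrocyte precursor-like nuclei, -1.23 to -0.14 in other GABAergic neurons and -0.26 to 0.62 in Sst interneuron-like nuclei.

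Landmark genes that had not passed, except where stated, reversed in some alternatives. Drd2 in D1-MSN-like nuclei reversed to -0.14 with nuclei of at least 1000 genes, -0.073 with no doublet removal and -0.20 with scaling over all libraries. In D2-MSN-like nuclei Ebf1 reversed to -0.44 with no doublet removal, where it passed, and Drd3 to 0.067 with classes thinned to equal numbers of nuclei. Leaving out 1 library gave ranges of -0.26 to 0.087 for Ebf1, -0.36 to 0.84 for Htr4, -0.064 to 0.77 for Grm8, -0.21 to 0.16 for Drd1, -0.022 to 0.37 for Calb1 and -0.50 to 0.59 for Drd2 in D1-MSN-like nuclei. In D2-MSN-like nuclei the ranges were -0.26 to 0.89 for Grm8, -0.027 to 1.00 for Pdyn, -0.30 to 0.22 for Drd3 and -0.086 to 0.62 for Penk. The cause was not tested.

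In simulated data with changes of 1 on the log2 scale edgeR recovered 32.5% of genes in Sst interneurons and 75.5% in D1-MSN. Whether depth, the number of nuclei or their spread set this was not tested. Sst interneuron-like nuclei held 267396 to 401606 UMIs per library and glutamatergic nuclei 395945 to 2716839, against 8606473 to 11404753 in D1-MSN-like nuclei. EdgeR's biological coefficient of variation was 24.1% in glutamatergic and 6.8% in D1-MSN-like nuclei.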

Other observations

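The tests of the sub-cluster mix, of the genes lower over all nuclei, of the Vip-led and the other unnamed cluster, of the identifier-only gene and of other splits of the libraries were chosen after the result was seen. The tests of RNA from medium spiny neurons in astrocytes and of free RNA from glutamatergic neurons were written before their result was seen.

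The genes changed by cocaine in D1-MSN-like nuclei could reflect a different mix of sub-clusters in the libraries. With sub-clusters in equal numbers per library, and sub-cluster 6 at its own share, the 27 genes kept a median of 95.6% of their log2 fold change. This argues against a changed mix of the other sub-clusters as the whole cause for these genes as a set. Nr4a3 kept 95.4%, but for it and for Pcsk1, Ell2, Homer1 and Fosl2 the test cannot decide. They are leading genes of sub-cluster 6, whose share was not equalised. Adamtsl1 and Dpp10, the leading genes of sub-cluster 7, kept a median of 22.2%, with 1.4% for Dpp10. Equal numbers left sub-cluster 7 out, since it had no nuclei in the saline female library. Leaving out nuclei led by these genes shrinks their change in any case. A change in the mix therefore cannot be told apart from a change within nuclei by these values. Dpp10 was singled out after its values were seen. Sub-cluster 7 held 0, 13, 18 and 37 nuclei in the saline female, cocaine female, saline male and cocaine male libraries.

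Chance could not be excluded for the number of changed genes, because 4 libraries allow only 3 splits into pairs. In D1-MSN-like nuclei 1 of the 3 splits, the real one, gave as many as 27 genes. In D2-MSN-like nuclei 2 of the 3 splits gave as many as 79, and the split by sex gave 195. The split that followed neither treatment nor sex gave 0 genes in both classes. It also gave 0 in astrocyte-like and eccentric MSN-like nuclei, but 7 in oligodendrocyte-like nuclei, against 19 by treatment and 307 by sex. The split that followed neither was fitted with treatment as covariate and without sex, so differences by sex entered its spread. The split by treatment had sex as covariate. Low counts in the split that followed neither are therefore not a like comparison, and no conclusion is drawn from them.

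Pde10a, a gene abundant in medium spiny neurons, rose in astrocyte-like nuclei. RNA from medium spiny neurons in astrocyte droplets could raise it, and would raise other abundant transcripts of those neurons too. The 50 such transcripts had a median log2 fold change of 0.135, against 2.73 for Pde10a, and the highest reached 1.06. This argues against such RNA, or doublets with those neurons, as the whole cause. Of the 50 transcripts 31 were higher and 4 passed the threshold, so a small contribution stays open. With no doublet removal Pde10a rose by 0.86, so its size depends on how doublets were treated. Pde10a was also called higher in Sst interneuron-like nuclei (log2 fold change 0.95, edgeR adjusted p 0.028), so its rise was not limited to astrocyte-like nuclei. A change within astrocytes remains a hypothesis.

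Free RNA from glutamatergic neurons, whose share was larger in the cocaine libraries, could raise genes in other classes. Of the genes called higher in D2-MSN-like nuclei, 11.1% had at least 4 times the CPM in glutamatergic nuclei, which argues against it for most of them.

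The genes lower over all nuclei could follow from fewer other GABAergic nuclei in the cocaine libraries. Of the 29 genes, 72.4% had at least 2 times the CPM in other GABAergic nuclei, which fits. Within other GABAergic nuclei the 28 genes tested there moved by a median of 54.3% of their change over all nuclei. A lower level within that class cannot be told apart by this value, because the genes were chosen for a change to which the class adds. EdgeR called 0 genes lower within it, with 571 genes at an unadjusted p under 0.05 in either direction and 0 called by DESeq2. Htr7, a leading gene of the other GABAergic cluster, was among them, and the share of that class changed by -0.14 on the log2 scale without the saline female library.

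The larger share of glutamatergic nuclei with cocaine could come from more tissue bearing such neurons in the punches. The Vip-led cluster, not used in the comparison of shares, was also larger in both cocaine libraries. Its lowest cocaine share was 2.86 times its highest saline share. Another unnamed cluster, with Slc17a6 among its leading genes, went the other way, with 0.38% and 0.44% of nuclei in the saline female and male libraries and 0.322% and 0.116% in the cocaine libraries. More tissue bearing glutamatergic neurons cannot be told apart from treatment by these values, since the clusters moved in opposite directions. Dissection and treatment were confounded within each pool, and an effect of cocaine on these shares was not shown.

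A gene listed only as ENSRNOG00000067802, singled out after its values were seen, had 6 and 3 UMIs in the saline female and male libraries and 277 and 220 in the cocaine libraries. Free RNA from 1 class could spread such counts, but the class with the highest level had 1.65 times the median CPM of the others, which argues against it. A strain or donor variant against the reference cannot be told apart from treatment, since each library is a separate pool of rats. Between the treatments 1 gene lay at least 20-fold apart, against 5 and 1 between the sexes and 0 for the split that followed neither. A first form of this rule, with at most 3 UMIs in both lower libraries, had given 0.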
